# Epidermal Wnt signalling regulates transcriptome heterogeneity and proliferative fate in neighbouring cells

**DOI:** 10.1186/s13059-017-1384-y

**Published:** 2018-01-15

**Authors:** Arsham Ghahramani, Giacomo Donati, Nicholas M. Luscombe, Fiona M. Watt

## Abstract

**Background:**

Canonical Wnt/beta-catenin signalling regulates self-renewal and lineage selection within the mammalian epidermis. Although the transcriptional response of keratinocytes that receive a Wnt signal is well characterized, little is known about the mechanism by which keratinocytes in proximity to the Wnt-receiving cell are co-opted to undergo a change in cell fate.

**Results:**

To address this, we perform single-cell RNA-sequencing on mouse keratinocytes co-cultured with and without beta-catenin-activated neighbouring cells. We identify five distinct cell states in cultures that had not been exposed to the beta-catenin stimulus and show that the stimulus redistributes wild-type subpopulation proportions. Using temporal single-cell analysis, we reconstruct the cell fate change induced by Wnt activation from neighbouring cells. Gene expression heterogeneity is reduced in neighbouring cells and this effect is most dramatic for protein synthesis-associated genes. Changes in gene expression are accompanied by a shift to a more proliferative stem cell state. By integrating imaging and reconstructed sequential gene expression changes during the state transition we identify transcription factors, including Smad4 and Bcl3, that are responsible for effecting the transition in a contact-dependent manner.

**Conclusions:**

Our data indicate that non-cell autonomous Wnt/beta-catenin signalling decreases transcriptional heterogeneity. This furthers our understanding of how epidermal Wnt signalling orchestrates regeneration and self-renewal.

**Electronic supplementary material:**

The online version of this article (doi:10.1186/s13059-017-1384-y) contains supplementary material, which is available to authorized users.

## Background

The mammalian epidermis comprises interfollicular epidermis (IFE), hair follicles, sebaceous glands and sweat glands. Under steady-state conditions, each of these compartments is maintained by distinct populations of stem cells. However, following wounding, each stem cell subpopulation exhibits the capacity to contribute to all differentiated lineages [1]. Recent single-cell gene expression profiling of adult mouse epidermis identified multiple epidermal subpopulations [2]. Furthermore, in cultures of human and mouse keratinocytes, there are three or more subpopulations with varying proliferative potential [3, 4].

One pathway that plays a key role in regulating stem cell renewal and lineage selection in mammalian epidermis is Wnt/beta-catenin signalling, which is an important regulator of epidermal maintenance, wound repair and tumorigenesis [5, 6]. Gene expression profiling has identified a number of signalling pathways that are regulated by cell-intrinsic activation of beta-catenin. Wnt signalling is indispensable for adult epidermal homeostasis; loss of beta-catenin in the IFE causes a defect in stem-cell activation, resulting in reduced basal layer proliferation and IFE thinning [7, 8], and loss of hair follicles. Conversely, transient activation of epidermal beta-catenin in adult epidermis leads to expansion of the stem-cell compartment and results in the formation of ectopic hair follicles, at the expense of the sebaceous glands, and an increase in IFE thickness [9, 10].

There is good evidence that intrinsic beta-catenin activation in epidermal keratinocytes leads to effects on neighbouring epidermal cells. For example, in the mouse hair follicle, activated mutant beta-catenin cells can co-opt wild-type (WT) cells to form a new hair growth through secretion of Wnt ligands [9, 11]. This form of non-cell autonomous (NCA) activation suggests that autonomous Wnt signalling has the capability to change neighbouring cell fate. Although the mechanisms of autonomous Wnt activation are well described, it is unclear how NCA effects differ from cell intrinsic effects and how beta-catenin can simultaneously regulate self-renewal while changing the fate of neighbouring cells.

In this study, we set out to analyse NCA signalling in WT mouse keratinocytes that were co-cultured with keratinocytes in which beta-catenin was activated. This has revealed previously unknown heterogeneity of WT mouse keratinocytes and elucidated the effect of Wnt signalling on neighbouring cell state and heterogeneity.

## Results

### Single-cell messenger RNA-sequencing analysis of basal epidermal stem cells

To explore the effects of non-cell autonomous Wnt signalling on epidermal cell state we sequenced the transcriptomes of single WT murine keratinocytes co-cultured with cells expressing an inducible form of stabilised beta-catenin (K14ΔNβ-cateninER) in a ratio of 9:1. 

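The deposited values are TPM (transcript levels scaled to the same total in every cell) for 14145 genes in single mouse keratinocytes, the main cells of the epidermis. The cells came from co-cultures of 9 parts WT cells and 1 part K14ΔNβ-cateninER cells, which carry a stabilised beta-catenin fused to an oestrogen receptor domain that is activated by 4-hydroxy-tamoxifen. Treated co-cultures received 200 nM of it for 24 h. The labels give 278 cells. In 8 of them the library name and the treatment label disagreed (5 labelled treated and 3 labelled untreated), and these were left out, so that 270 cells were analysed. The library names fall into 2 series, and each series holds untreated and treated cells. Series 1 had 66 untreated and 64 treated cells and series 2 had 71 untreated and 69 treated cells. These 4 sets of cells were taken as 2 replicates per condition. The transgenic cells that the paper removed by their transgene reads were not told apart here and may be among the cells analysed. According to the methods, the authors aligned reads to GRCm38 with Tophat, discarded multiply-mapped reads, counted reads per gene with featureCounts and converted the counts to TPM. The values of each cell sum to 1000000, so they carry no sequencing depth, and the precision of a single low value is unknown. From these values, 12355 genes with TPM over 1 in more than 5 cells were kept and log2(TPM + 1) was taken. Cells were not treated as replicates when levels of genes were compared with limma or across sets. Tests over cells (Kolmogorov–Smirnov, Fisher's exact, binomial and permutation of cells) describe these cells only. Levels of genes were averaged over the cells of a set, or of a cluster within a set, and compared across sets. The pseudocount of 1, the filter on genes, the way of clustering and the 8 cells left out are the choices that could change the numbers.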

We compared cells cultured in the absence of 4-hydroxy-tamoxifen (4OHT) with cells treated for 24 h with tamoxifen to induce beta-catenin. Cells were then disaggregated, loaded onto the C1 96-well microfluidic device (Fluidigm) and captured for sequencing. Owing to the single-cell capture method used, highly keratinized and terminally differentiated cells > 20 μm in diameter were excluded. We identified K14ΔNβ-cateninER cells by aligning reads to the transgene sequence and subsequently removed these cells from analysis (ten untreated cells and 14 activated cells). After quality control, we retained 125 WT control cells and 129 WT cells exposed to Wnt signalling neighbours. We recorded a median of 641,000 reads per cell equating to 4000–8000 genes expressed per cell (transcripts per million [TPM] > 1). 

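Among the 270 cells analysed, the median number of genes with TPM over 1 was 6288 per cell, with a range from 2538 to 7592, and 98.1% of the cells had between 4000 and 8000 such genes. The median was 6191 in untreated and 6381 in treated cells of series 1, and 6392 in untreated and 6008 in treated cells of series 2. Treated cells had 190 more genes than untreated cells in series 1 and 384 fewer in series 2. Counting genes with TPM over 0 in place of TPM over 1, a change chosen after seeing the data, moved the medians from 6287 to 6949 genes in untreated cells and from 6303 to 7018 genes in treated cells.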

Read alignment distribution was in line with other single-cell RNA-sequencing (RNA-seq) datasets with minimal ribosomal and intergenic reads (Additional file 1: Figure S1).

To explore cell-state heterogeneity in WT keratinocytes that had not been exposed to a neighbour in which beta-catenin was activated (untreated samples), we used reverse graph-embedding, a machine-learning technique. This enabled us to reconstruct a parsimonious tree connecting all observed epidermal cell states (DDRTree, Monocle 2) [12]. We applied the DDRTree algorithm to WT cells using expressed genes (TPM > 1) after removing cell-cycle associated genes. 

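The cells of both conditions were grouped into 5 clusters by Ward clustering on 10 principal components of log2(TPM + 1), without cell-cycle genes. Monocle 2 was not used here. The clusters were matched to the 5 states of the paper, 1 to each, by the highest summed mean z-score of the Table S1 markers, giving A-like to E-like clusters. The copy of Table S1 used here lists 17 genes for state A, 3 for B, 100 for C, 100 for D and 55 for E, whereas the paper reports 6 for state B and 101 for state C. Series 1 formed the B-like and C-like clusters, and series 2 formed the A-like, D-like and E-like clusters. Among untreated cells, 17 were B-like and 49 C-like in series 1, and 11 were A-like, 9 D-like and 51 E-like in series 2. No cell of series 1 was A-like, which with 0 of 66 untreated cells allows a share of up to 4.55%. In all, 100% of the cells lay in clusters whose cells came from 1 series only. The median number of genes detected was 6529 in A-like, 4632 in B-like, 6414 in C-like, 6596 in D-like and 6096 in E-like cells. When genes were centred within each library series before clustering, 10.4% of the cells lay in clusters of 1 series.

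**Figure D1:**
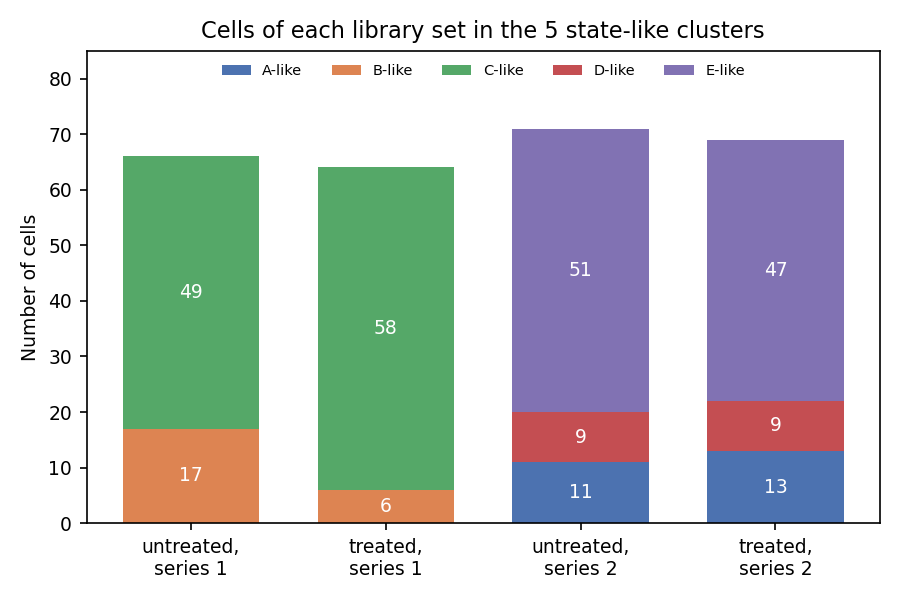
Number of cells (vertical axis) of each of the 4 library sets in the 5 state-like clusters, with the count written in each bar segment. The cells of series 1 are B-like or C-like and the cells of series 2 are A-like, D-like or E-like, in both conditions.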

We identified five distinct in vitro cell states (Fig. 1a) forming three major branches that represent varying states of proliferation and differentiation.

**Fig. 1:**
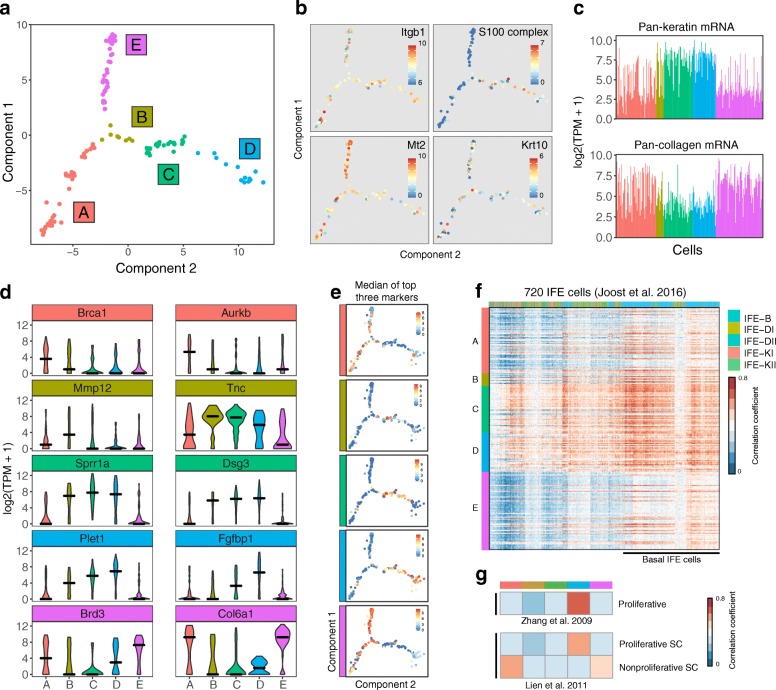
Molecular heterogeneity of epidermal cells in culture. **a** Epidermal cell transcriptomes and cell state relation visualised using DDRTree and coloured according to unsupervised clustering. Each data point is one cell and axes are dimensionally reduced components of the cell transcriptomes. *Colours* and *numbers* represent the five identified cell states. **b** Gene expression for four marker genes shown for each cell on the state map. *Top left*: Integrin beta-1 (Itgb1), a basal IFE marker. *Top right*: S100 differentiation associated genes. *Bottom left*: Mt2, a basal IFE marker. *Bottom right*: Keratin 10, a suprabasal IFE marker of commitment to differentiation. **c** *Barplot* showing mean expression per cell averaged over all keratin associated messenger RNAs (mRNA) (*top*) and all collagen mRNAs (*bottom*). **d** Distribution of the expression of cluster-specific markers *coloured* according to cell state. Two markers are shown per cell state. *Black line* represents the median expression of the cluster. **e** Median expression of the top three markers for each state per cell on the state map. **f** *Heatmap* showing the similarity between epidermal cells from this study and IFE cells from Joost et al. Similarity is measured by Pearson’s correlation coefficient. Cells from this study are *coloured* by cluster along the *vertical axis*. Cells from Joost et al. are *coloured* by differentiation status along the *horizontal axis*. Joost et al. IFE cell legend is shown in order of differentiation status. B basal IFE cells, DI/DII differentiated suprabasal IFE cells, KI/KII keratinized IFE cells. **g** *Heatmap* showing similarity between cluster average transcriptomes from this study and proliferative IFE cells from Zhang et al. [14] and activated vs quiescent IFE cells from Lien et al. [15]

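Mt2 (metallothionein 2, chromosome 8 of GRCm38 from 94172664 to 94173568, plus strand, annotated as protein coding in GENCODE M21) was detected with TPM over 1 in 264 of the 270 cells. Its mean log2(TPM + 1) was 9.06 ± 1.73 in A-like and 9.01 ± 0.52 in E-like cells (SD, n = 2 sets each), against 6.80 ± 1.29 in B-like, 7.76 ± 0.54 in C-like and 6.82 ± 0.50 in D-like cells (SD, n = 2 sets each). Within series 2, which holds the A-like, D-like and E-like cells, Mt2 was higher in A- and E-like than in D-like cells by 2.66 in the untreated and 1.77 in the treated set. The mean difference of 2.21 became 0.84 with genes centred within each series before clustering and 0.36 with each cell assigned by marker z-score. The values of 0.84 and 0.36 also take in sets of series 1, so they are not differences within series 2. With 2 sets, an exact sign-flip permutation test cannot give a two-sided p under 0.5. For 11 S100a genes outside Table S1 the mean log2(TPM + 1) was 4.38 ± 0.31 in A-like, 4.68 ± 0.13 in E-like, 3.07 ± 0.21 in B-like, 4.80 ± 0.14 in C-like and 4.16 ± 0.10 in D-like cells (SD, n = 2 sets each). Within series 2 the D-like cells lay below the A- and E-like cells for these genes, by -0.29 in the untreated and -0.46 in the treated set. Centring genes within each series before clustering gave -0.0036, and assigning each cell by marker z-score gave -0.060, both near 0. These means take in sets of both series, so they are not the same measure.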

States A and E showed highest expression of Mt2, a basal IFE marker, alongside markedly low expression of S100 epidermal differentiation complex genes in comparison with the remaining subpopulations. These expression patterns indicate states A and E represent transcriptomic signatures before commitment to differentiation (Fig. 1b; top left) [13]. Itgb1, another marker of basal IFE cells, showed variable expression in vitro in comparison to Mt2, but was expressed in all cells (Fig. 1b; top right)*.* The differentiation marker Krt10 was variably expressed across all subgroups (Fig. 1b; bottom right) [4]. 

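Itgb1 (chromosome 8, 128685654 to 128733200, plus strand, protein coding) had TPM over 1 in 269 of 270 cells, or 99.6% (95% Wilson interval 97.9% to 99.9%). Krt10 (chromosome 11, 99385254 to 99389364, minus strand, protein coding) had TPM over 1 in 207 cells, or 76.7% (95% Wilson interval 71.3% to 81.3%). These intervals cover counting error of cells only. Krt10 was detected in 58.3% of A-like, 30.4% of B-like, 98.1% of C-like, 72.2% of D-like and 69.4% of E-like cells. Itgb1 averaged between 6.33 ± 0.21 in E-like and 7.62 ± 0.32 in C-like cells on the log2(TPM + 1) scale (SD, n = 2 sets).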

Separation between pre- and post-commitment cell states is further apparent when looking at pan-keratin and pan-collagen gene expression. In vivo, keratinocytes commit to differentiation upon detaching from the basement membrane, resulting in reduced collagen expression and increase in overall keratin content. States B, C and D express significantly more keratin messenger RNAs (mRNA) and conversely states A and E are characterised by higher collagen mRNA levels (Fig. 1c; Kolmogorov–Smirnov test, *p* < 0.05). 

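The keratin genes of Table S1, Krt14 and Krt5 among them, are left out of the keratin level given here. Over the other 16 keratin genes, the median cell had a mean log2(TPM + 1) of 1.11 among the B-, C- and D-like cells and 0.493 among the A- and E-like cells (Kolmogorov–Smirnov test over cells, p = 3.6e-22). Over 23 collagen chain genes outside Table S1, the medians were 0.718 and 1.31 (p = 8.1e-16). Since B- and C-like cells come from series 1 and the A- and E-like cells from series 2, these pooled differences are also differences between the series. Within series 2, D-like cells differed from A- and E-like cells in keratin level by -0.10 in the untreated and 0.17 in the treated set, which is no larger than the spread between the sets. In collagen level they differed by -0.73 and -0.85, a mean of -0.79 ± 0.09 (SD, n = 2 sets), larger than that spread, although 2 sets do not allow a p under 0.5 in an exact permutation test. The keratin level was 1.33 ± 0.12 in C-like cells and between 0.47 and 0.53 in the other 4 clusters (n = 2 sets each). The left-out Krt14 and Krt5, given as levels only, went in the direction of the paper within series 2. Krt14 had a median of 2028 TPM in D-like, 22.2 in A-like and 3.11 in E-like cells, and Krt5 1042, 4.15 and 1.20 TPM. With only the genes detected in at least 10% of cells, the mean keratin difference within series 2 changed from 0.04 to -0.07. It was -0.05 and 0.05 with the untreated or the treated set of series 1 left out before clustering. With each cell assigned to a state by marker z-score the mean difference was 0.09, but over sets of both series.

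**Figure D2:**
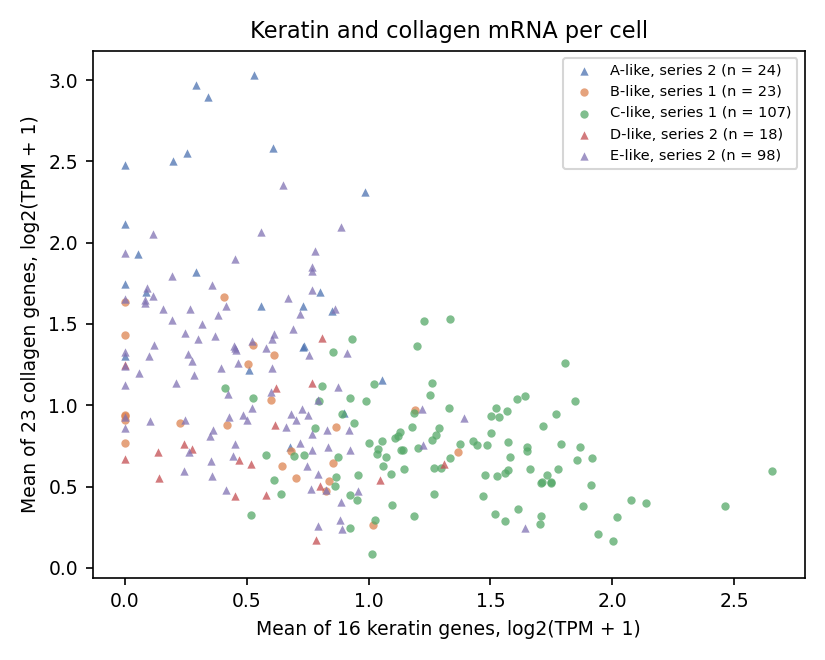
Each point is a cell, with the mean log2(TPM + 1) of 16 keratin genes on the horizontal axis and of 23 collagen genes on the vertical axis; circles are series 1, triangles are series 2, and colours are the 5 state-like clusters. The D-like cells of series 2 overlap the A- and E-like cells in keratin level and lie lower in collagen level, with set differences of -0.73 and -0.85.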

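Genes higher in a cluster than in the mean of the other clusters were counted with limma on the cluster means of each library set, at a log2 fold change over 0.5 and a Benjamini-Hochberg adjusted p under 0.05. Because no cluster held cells of both series, a fit with the library set as a block could not estimate these contrasts, and the counts come from the fit without the block. They were 1864 genes for A-like, 1451 for B-like, 402 for C-like, 701 for D-like and 849 for E-like cells, with n = 2 sets per cluster, and they include the differences between the series. When each cell was instead assigned to the state with its highest mean marker z-score, 51.9% of the cells still lay in states of 1 series. The counts without the block were then 27, 0, 2, 10 and 16 genes for A to E.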

For each cell state, we determined genes differentially expressed vs the remainder of the population and identified between six (state B) and 101 (state C) markers (Fig. 1d, Additional file 2: Table S1). We observed that the median expression of the top three markers for each state was sufficient to distinguish each state (Fig. 1e).

To determine the putative biological function of each cell state, we correlated the single-cell signatures with a comprehensive set of IFE subpopulation expression profiles identified by Joost et al. We further integrated two other bulk gene expression studies which identified signatures for proliferative and non-proliferative epidermal stem cells [14, 15]. From comparison with the Joost IFE subpopulations, all of our single cells correlate strongly with basal IFE stem cells, as expected since large (>20 μm) terminally differentiated cells were excluded from the analysis (Fig. 1f). States A, and to a lesser extent state E, showed high correlation with an isolated subpopulation of ‘non-proliferative self-renewing’ epidermal cells characterised by Lien et al., which we would describe, for simplicity, as non-proliferative stem cells. (Fig. 1g). We concluded that states A and E both exhibit a self-renewing cell gene expression signature but differ in proliferative state. 

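Mrpl33 (chromosome 5, 31596935 to 31664384, plus strand, protein coding) averaged 5.05 ± 0.20 in A-like, 2.64 ± 0.71 in B-like, 4.71 ± 0.15 in C-like, 4.44 ± 0.50 in D-like and 4.03 ± 0.10 in E-like cells on the log2(TPM + 1) scale (SD, n = 2 sets each). Within series 2 it differed between D-like and A- and E-like cells by -0.57 in the untreated and 0.36 in the treated set. Yy1 (chromosome 12, 108792973 to 108820148, plus strand, protein coding) averaged 4.59 ± 0.49 in A-like, 3.92 ± 0.81 in B-like, 4.94 ± 0.30 in C-like, 3.91 ± 0.88 in D-like and 3.37 ± 0.27 in E-like cells (SD, n = 2 sets each), with differences of -0.42 and 0.28 in series 2. For both genes the sets went in opposite directions. The mean difference of Mrpl33 changed from -0.10 to 0.21 when cells were assigned to states by marker z-score. The value of 0.21 takes in sets of both series. The mean difference of Yy1 changed from -0.07 to 0.14 with a pseudocount of 0.1.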

States B, C and D formed a branch of the cell trajectory representing early commitment to differentiation, characterized by expression of proliferation associated genes from Roshan (e.g. MRPL33, YY1) and correlated strongly with the expression profile of proliferative keratinocytes from Zhang [3, 14]. This branch of the state tree shows expression of early differentiation markers such as MXD1, Dsc2, Dsg3 [16] and highest expression of S100 early differentiation-associated genes. Figure 1a summarises the state classification of cells as determined by our cluster and DDRTree analysis, highlighting the relationship between our three branches composed of five identified keratinocyte states.

### Inducible Wnt signalling

In a previous study, we generated gene expression profiles from WT and beta-catenin activated adult mouse epidermis [17]. We reanalysed these data to estimate the relative proportion of cells in each of the cell states identified in vitro (Fig. 1a). We utilised CIBERSORT, a method for characterising the composition of tissue expression profiles resulting from mixtures of cells [18]. Our reanalysis indicated that epidermal beta-catenin signalling results in a depletion of cells in state A and increases the abundance of cells in state D (Fig. 2a). This is consistent with the in vivo observation that intrinsic activation of epidermal beta-catenin results in proliferation and expansion of the stem cell compartment [10].

**Fig. 2:**
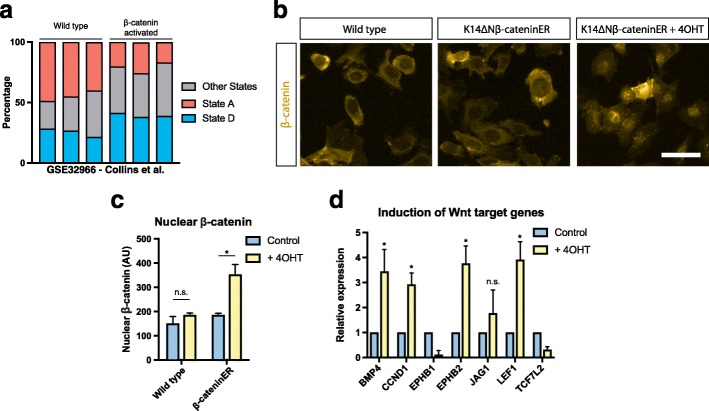
Induction of canonical Wnt signalling in a subpopulation of cells. **a** Estimated proportions of state A and state D cells in WT and beta-catenin activated epidermis samples from Collins et al. (GSE32966) [17]. **b** Immunofluorescence showing cytoplasmic and nuclear beta-catenin in WT and K14ΔNβ-cateninER keratinocytes after induction of canonical Wnt signalling using 4OHT. Scale bar, 20 μm. **c** Quantification of mean nuclear beta-catenin fluorescence intensity (n = 3 independent cultures). **d** Activation of canonical Wnt target genes in K14ΔNβ-cateninER cells upon induction with 4OHT quantified by quantitative reverse transcription polymerase chain reaction (n = 4). *P < 0.05, n.s. not significant. All data shown as mean ± SD

Next, to investigate whether epidermal cell states were altered by NCA Wnt signalling, we examined the treated sample, WT keratinocytes co-cultured with K14ΔNβ-cateninER keratinocytes in the presence 4OHT. We confirmed that K14ΔNβ-cateninER cells intrinsically activated canonical Wnt signalling in response to 4OHT by detecting beta-cateninER translocation into the nucleus (Fig. 2b, c; Lo Celso et al. [10]). We also validated upregulation of canonical downstream target genes such as Bmp4, Cyclin-D1 and Lef1 in K14ΔNβ-cateninER keratinocytes using quantitative reverse transcription polymerase chain reaction (qRT-PCR) (Fig. 2d).

### Reconstruction of NCA Wnt induced state transition

Having identified several different states of WT keratinocytes and validated the intrinsic effects of beta-catenin activation, we used single-cell RNA-seq to deconvolve the effects of NCA Wnt signalling. Single-cell transcriptomes from WT keratinocytes co-cultured with 4OHT-activated K14ΔNβ-cateninER cells were compared with those of WT cells co-cultured with uninduced K14ΔNβ-cateninER cells and mapped onto the same dimensionally reduced space (Fig. 3a). To exclude the possibility of transcriptional changes resulting from 4OHT treatment alone, we screened bulk differential gene expression between the two cohorts of WT cells. 

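Treated and untreated cells, with any transgenic cells among them, were compared with limma on log2(mean TPM + 1) of the cells of each library set, 2 treated against 2 untreated sets with the series as a replicate block. Of 12355 genes, 0 passed a Benjamini-Hochberg adjusted p under 0.05 with an absolute log2 fold change over 0.5, and 459 had an unadjusted p under 0.05. Without the block, 0 genes passed and 53 had an unadjusted p under 0.05. In simulated data the noise SD of each gene was its own residual, estimated from these sets alone. There the fit recovered 0% of 200 genes changed by 6 on the log2 scale. Such estimates vary more between genes than the true spread does. The simulation therefore does not decide which changes a count of 0 excludes, and the count is not taken to exclude any. Across genes, which are not independent replicates, the log2 change in series 1 and that in series 2 had a Pearson r of 0.008, and 0.015 among the 3498 genes with a mean log2 level over 5. Of 8 oestrogen-responsive genes tested from a list fixed before the data were examined, 0 passed when adjusted over the list alone and 0 when adjusted over all genes tested, and 2 rose in both series. Areg, singled out after the values were seen as the list gene outside Table S1 with the largest absolute change, had a log2 fold change of -0.70 (standard error 0.71, adjusted p 0.998 from limma), with -2.04 in series 1 and 0.64 in series 2. Of 8 beta-catenin target genes tested, 0 passed by either adjustment. Bmp4, with the largest change of these and also singled out after the values were seen, had a log2 fold change of 1.38 (standard error 0.54, adjusted p 0.447 from limma over the list alone), with 0.47 in series 1 and 2.30 in series 2.

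**Figure D3:**
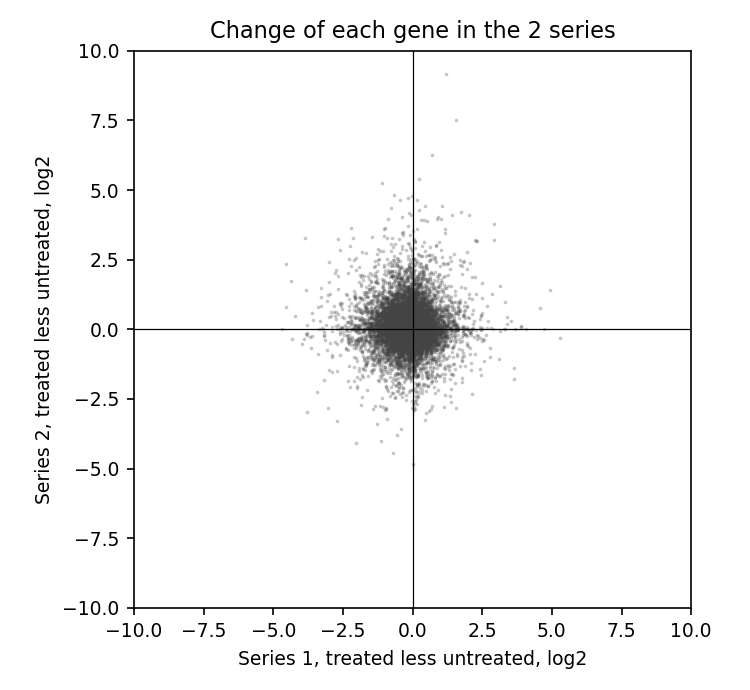
Each point is a gene, with its log2 change between treated and untreated cells in series 1 (horizontal axis) and in series 2 (vertical axis), from log2(mean TPM + 1) of each set. The changes in the 2 series are unrelated across genes, with a Pearson r of 0.008.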

We found no evidence of oestrogen receptor target genes among differentially expressed genes [19].

**Fig. 3:**
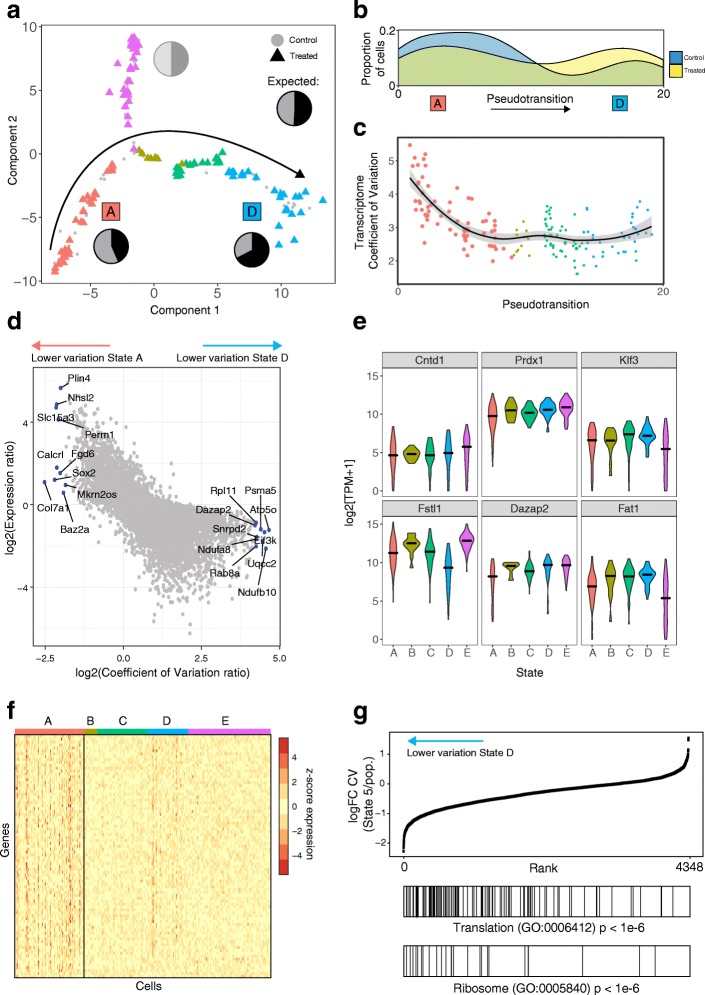
Neighbouring Wnt activation reduces gene expression heterogeneity of protein-synthesis associated genes. **a** Keratinocytes exposed to Wnt signalling neighbours projected onto the WT epidermal cell state map. WT cells shown with *grey circles*, exposed cells shown *coloured* by cell cluster as *triangles. Pie charts* show relative proportions of WT vs signalling-exposed cells in each cell state cluster. States A and D are labelled as these states contain significantly different proportions of exposed vs unexposed cells. **b** Density of control vs NCA Wnt exposed cells along the reconstructed pseudotransition from states A to D. **c** Transcriptome coefficient of variation per-cell (TCOV), *coloured* by cell state and point size represents number of genes detected as expressed (TPM > 1) for that cell. *Line* depicts a loess-curve fit for the pseudotransition–TCOV relationship. **d** *Scatterplot* showing the log-ratio of coefficient of variation vs the log-ratio of gene expression between states A and D. Genes labelled depict the ten highest and lowest coefficient of variation ratios. Also see Additional file 1: Figure S2 for comparisons between states A and B and states B and D. **e** *Violin plots* depicting expression of cluster-specific genes showing differential dispersion between states. **f** *Heatmap* with symmetric gene expression scale (z-score normalised log2(TPM + 1)) showing reduction in gene expression heterogeneity of 281 genes between state A and the remaining transition states. **g** Gene rank enrichment analysis of log-fold change in gene coefficient of variation (CV) between cells in state D and the remainder of the cell population. Genes with lower variation in state 5 are enriched for translation and ribosome-associated gene ontology (GO) annotations (*p* value < 1e-6)

We observed the same five distinct transcriptional states in WT cells with or without NCA Wnt signalling (Fig. 3a), confirmed by independently analysing the treated cell population to reveal five equivalent subpopulations. However, exposure to non-cell autonomous Wnt signalling markedly changed the state distribution of keratinocytes (Fisher’s exact test, *p* < 0.05). 

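Of the treated cells, 13 were A-like, 6 B-like, 58 C-like, 9 D-like and 47 E-like; of the untreated cells, 11 were A-like, 17 B-like, 49 C-like, 9 D-like and 51 E-like. Permuting the condition of the cells within each series 100000 times gave p = 0.102 for a difference in the distribution over the 5 clusters as large as this (chi-square statistic 6.29, permutation test). The largest difference was in series 1, where 9.38% of treated and 25.8% of untreated cells were B-like (95% Wilson intervals 4.37% to 19.0% and 16.7% to 37.4%; two-sided Fisher's exact test over the cells of series 1, p = 0.021). B-like and C-like cells make up the whole of series 1, so the C-like share rose by as much. B-like cells had a median of 4632 genes detected, against 6414 in C-like cells. A difference in cell quality is therefore not told apart from a difference in state. Over all cells, the Fisher p was 0.028 for the B-like and 0.214 for the C-like share. With Benjamini-Hochberg adjustment over the 5 clusters the B-like value was 0.139 and the C-like value 0.535. Over all cells, the treated less untreated B-like share of -7.90 percentage points changed direction with genes centred within each series (1.47, Fisher p = 0.903) and with assignment by marker z-score (1.21, Fisher p = 0.868). With the 8 cells of conflicting labels included it was -6.35 by treatment label (Fisher p = 0.092) and -8.97 by name prefix (Fisher p = 0.011). No test over the sets is given, since each cluster is absent from both sets of a series, which fixes the outcome of permuting the set shares.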

Pie charts in Fig. 3a show the observed ratio of control and signalling-exposed cells. States A and D significantly deviated from the expected ratio (binomial test, *p* < 0.05). 

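A-like cells were 9.77% of treated and 8.03% of untreated cells, with a two-sided Fisher's exact test p of 0.672 and a binomial test p of 0.686. All A-like cells were in series 2, where 18.8% of treated cells (95% Wilson interval 11.4% to 29.6%) and 15.5% of untreated cells (8.88% to 25.7%) were A-like. D-like cells were 6.77% of treated and 6.57% of untreated cells, with a p of 1 in both tests. In series 2 their shares were 13.0% and 12.7%. The treated less untreated difference of 1.75 percentage points for A-like cells changed to -0.44 with 20 principal components or with a pseudocount of 0.1, and to -3.81 when cells were assigned to states by marker z-score (19.5% of treated and 23.4% of untreated cells, Fisher's exact test p = 0.463). Without the untreated set of series 1 or of series 2 it was -5.72 and 15.0, and without the treated set of series 1 or of series 2 it was 13.0 and -10.2. The D-like difference of 0.20 percentage points changed to -5.25 and -5.33 without the untreated set of series 1 or of series 2, and to 5.02 and 1.87 without the treated set of series 1 or of series 2. With all sets, only series 2 held A- and D-like cells, so leaving out a whole set also changes the mix of series in a condition. Without the untreated or the treated set of series 2, other cells formed the D-like cluster. It then held cells of series 1, at 9.09% of the untreated and 6.25% of the treated cells left in that condition.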

After exposure to NCA signalling, there was a depletion of cells in the non-proliferative stem cell state A and a higher than expected proportion of cells in state D, representing a transition towards a proliferative and more differentiated transcriptional state (Fig. 3a).

Taking the states with altered cell proportions and the transition states in between (states A, B, C and D), we reconstructed the state transition induced by neighbouring Wnt + keratinocytes using the Monocle pseudotime method [12]. WT and exposed cells were ordered from state A to state D to reconstruct the temporal order of gene expression changes for cells undergoing this transition, referred to as the pseudotransition. Figure 3b shows the proportion of control and Wnt signalling exposed cells along the reconstructed temporal transition from state A to state D; from this distribution it is clear that NCA Wnt exposed cells bias towards State D.

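The 172 A-, B-, C- and D-like cells were ordered on their first principal component, scaled from 0 to 20 and oriented from A-like to D-like cells, in place of Monocle's pseudotime. Treated cells had a median position of 18.7 in series 1 and 2.83 in series 2, and untreated cells 18.0 and 2.67. The difference between conditions averaged 0.45 over the 2 series, and was far smaller than the distance between the series. The median position was 1.47 in A-like, 13.5 in B-like, 18.7 in C-like and 6.79 in D-like cells, so C-like and not D-like cells lay at the far end. With genes centred within each series before clustering the difference between conditions was -0.08, and with assignment by marker z-score it was 0.19. Without the untreated set of series 1 or of series 2 it was 8.61 and 5.73, and without the treated set of series 1 or of series 2 it was -7.45 and -6.40. Leaving out a set changes the mix of series in a condition, and the series lie far apart on this scale. From the distribution of cells along its pseudotransition and the ratios of exposed to control cells per state, the paper concludes that neighbouring Wnt signalling moves cells out of state A towards state D, and it then asks why state A cells were depleted.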

### NCA Wnt signalling reduces heterogeneity in protein synthesis-associated transcripts

We next sought to understand why state A cells were uniquely depleted after neighbour Wnt signalling. Previous studies have shown that cell responses to extrinsic signalling are affected by intracellular and intercellular transcriptional noise [20–22]. We thus hypothesised that the response to NCA Wnt signalling involves changes in both the dynamic range of transcriptional variation (intracellular variation) and state-specific gene expression (intercellular variation).

We first examined whether there was a difference in intracellular transcriptomic heterogeneity between the three altered states and whether changes occurred along the pseudotransition. The resulting ordering of cells from state A to state D was used to examine the transcriptome coefficient of variation (TCOV) per cell (Fig. 3c). Here, TCOV is an intracellular measure of the spread of transcript abundance accounting for mean abundance. Notably, TCOV decreased over the state transition and was significantly higher in state A than states B, C and D (Kolmogorov–Smirnov test; *p* value < 0.05). This reduction in dynamic range of gene expression is consistent with previous studies that have shown that progenitor cells have a higher rate of stochastic multilineage gene expression that reduces upon cell-fate commitment [23, 24].

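TCOV was computed per cell as the SD over the mean of TPM across the genes with TPM over 1. Its median was 5.06 in A-like, 4.82 in B-like, 5.00 in C-like, 4.82 in D-like and 5.24 in E-like cells. Between the A-like cells and the B-, C- and D-like cells taken together (median 4.94), a Kolmogorov–Smirnov test over cells gave p = 0.865. Within series 2 the A-like median was higher than the D-like median by 0.48 in the untreated set and differed by -0.42 in the treated set, so the sets disagreed in direction (exact sign-flip permutation test, p = 1). Between A- and D-like cells paired by number of genes detected, TCOV was higher in A-like cells by 0.46 in the untreated and 0.93 in the treated set, although the 9 pairs of each set used only 5 A-like cells. Assigning cells to states by marker z-score gave a mean difference of 0.44, over sets of both series. The mean difference of 0.03 changed to -0.04 with genes centred within each series and to -0.07 without the treated set of series 1; without the untreated set of series 1 it was 0.04.

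**Figure D4:**
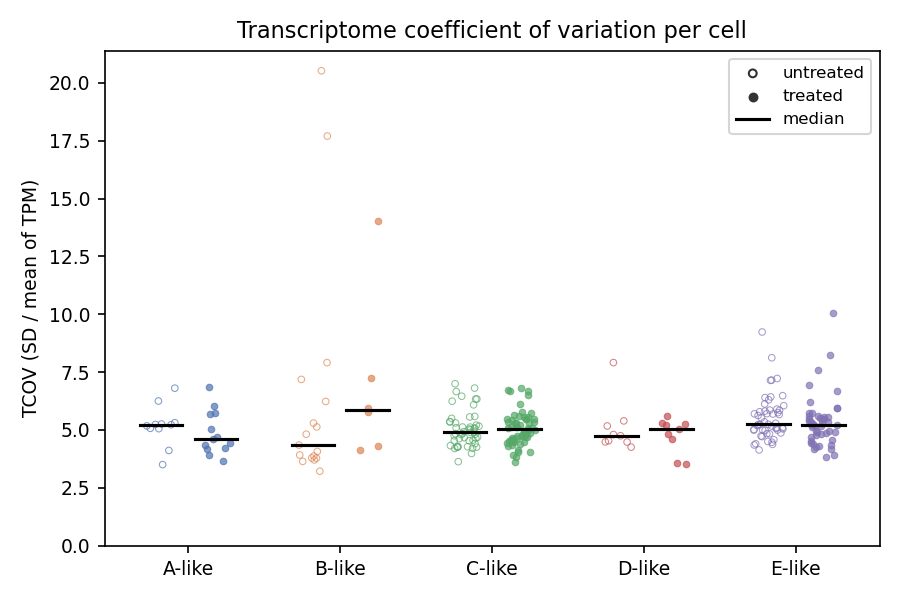
TCOV of each cell (vertical axis, SD over mean of TPM across genes with TPM over 1) in the 5 state-like clusters, with open points for untreated cells, filled points for treated cells and black lines at the medians. The cluster medians lie between 4.82 and 5.24.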

Next, we contrasted the heterogeneity of genes that do not change in expression level between the transition states (Additional file 1: Figure S2A–C). Figure 3d displays the relationship for the log-ratio of intercellular gene expression variation and expression level between the two extremes of the pseudotransition, states A and D, with the top ten differentially dispersed genes labelled. Of interest are genes that change in expression heterogeneity from state A to state D while remaining at constant expression levels. Notably, Baz2a, Sox2, Col7a1 and Calcrl were among the genes with reduced COV in state A without significant differential expression (Additional file 2: Table S2). 

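Between A-like and D-like cells, the coefficient of variation (CV) of log2(TPM + 1) over cells was compared as the log2 ratio of A-like to D-like, with a Kolmogorov–Smirnov test over the 24 and 18 cells after subtracting each cluster's mean. For Baz2a (chromosome 10, 128091577 to 128129303, plus strand, protein coding) the ratio was -0.77 (q = 0.594). Col7a1 (chromosome 9, 108953586 to 108984875, plus strand, protein coding) had a ratio of -1.42 (q = 0.468), and Calcrl (chromosome 2, 84330626 to 84425411, minus strand, protein coding) one of -0.49 (q = 0.180). Sox2 (chromosome 3, 34650405 to 34652461, plus strand, protein coding) had a ratio of 0.77 (q = 0.00028), with TPM over 1 in 12.5% of A-like and 33.3% of D-like cells. Where most cells are at 0, subtracting the mean alone separates the 2 distributions. In log2 of mean TPM, D-like less A-like cells differed by a log2 fold change of -0.71 for Baz2a, 1.44 for Sox2, -3.50 for Col7a1 and -2.09 for Calcrl, with adjusted p of 0.512, 0.505, 0.074 and 0.232 (limma, library set as a block, n = 2 sets per cluster). The CV ratio of Baz2a changed to 0.16 (q = 0.995) with genes centred within each series, to 0.22 (q = 0.657) with assignment by marker z-score and to 0.12 without the untreated set of series 2. In the first 2 of these settings the ratio of Calcrl was -0.079 (q = 4.4e-05) and -0.23 (q = 0.00016), smaller but past the threshold, that of Col7a1 was -0.55 (q = 0.295) and -0.45 (q = 0.018), and that of Sox2 was 0.090 and 0.021.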

Baz2a has been previously established as part of the nucleolar remodelling complex that is important for establishing epigenetic silencing and transcriptional repression of ribosomal RNA genes [25, 26]. Sox2 is an adult stem cell factor shown to be expressed in multiple epithelia [27]. Sox2 has been previously reported to be expressed in hair follicles but absent from the interfollicular epidermis [28]. Similarly, Col7a1 and Calcrl are significantly upregulated in hair follicle bulge stem cells [29]. Additional file 2: Table S2 lists the statistically significant and differentially heterogeneous genes characteristic of each state.

Figure 3e shows the expression variability for a selection of statistically significant (q < 0.05) differentially heterogeneous genes. We found multiple patterns of intercellular heterogeneity including genes that differed in variability across branches and genes that were selectively more variable in a single state. Peroxiredoxin-1 (Prdx1) is one such gene, which showed strongly variable expression in state A in comparison to the remaining states despite no statistically significant difference in median expression level.

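Prdx1 (chromosome 4, 116685544 to 116700822, plus strand, protein coding) had a CV of 0.200 in A-like and 0.0497 in D-like cells, a log2 ratio of 2.01 (Kolmogorov–Smirnov q = 0.098). Against all other cells the log2 ratio of A-like cells was 0.42 (q = 0.082). Its level differed by 0.82 between D-like and A-like cells (limma, standard error 0.52, adjusted p = 0.409). The log2 CV ratio between A-like and D-like cells was -0.78 for Cntd1, 0.48 for Klf3, -1.09 for Fstl1, 0.44 for Dazap2 and 0.89 for Fat1, with q from 0.468 to 0.840. The ratio of Prdx1 changed to 0.23 with genes centred within each series, to -0.96 (q = 0.018) with assignment by marker z-score, and to -1.43 and -2.13 without the untreated or the treated set of series 2; without those of series 1 it was 2.00 and 1.96. Without these sets the ratios of Klf3 (-1.26 and -0.90), Dazap2 (-1.85 and -1.89) and Fat1 (-0.11 and -0.26) were negative too, and that of Dazap2 was also negative with centring (-1.86) and marker z-scores (-0.52), while that of Fstl1 was 1.00 without the untreated set.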

When the four transition states were compared, we observed many more heterogeneously expressed genes in state A than states B, C or D. The contrast in number of differentially dispersed genes is demonstrated using the symmetric expression scale in Fig. 3f. 

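A gene was called differentially dispersed in a cluster when its Kolmogorov–Smirnov q against all other cells was under 0.05 and its CV of log2(TPM + 1) was more than 2 times that of the other cells. Of 12355 genes, 680 passed in the 24 A-like and 250 in the 18 D-like cells, while 7959 and 7121 genes had a q under 0.05. Cells are not replicates, so these counts describe these cells. With the CV taken on TPM, the counts were 384 for A-like and 23 for D-like cells. With the other cells limited to series 2, an alternative chosen after seeing the data, they were 591 for A-like and fewer for D-like cells than the 250 above. The order of the 2 counts depended on the clusters. With genes centred within each series before clustering, 20 genes were called in A-like and 250 in D-like cells, and with assignment by marker z-score 37 in A-like cells and more than that in D-like cells. The D-like count rose to 1993 and 2062 without the untreated or the treated set of series 2, when other cells formed the D-like cluster. Cdh11 (chromosome 8, 102632095 to 102785642, minus strand, protein coding) had a log2 CV ratio of 0.80 in D-like cells against the rest (q = 0.00014), below the 2-fold limit, and TPM over 1 in 5.56% of D-like cells; between A-like and D-like cells its log2 CV ratio was 0.33 (q = 2.6e-07). Cav2 (chromosome 6, 17281185 to 17289115, plus strand, protein coding) had one of -1.55 (q = 0.0496) and TPM over 1 in all D-like cells, and a log2 ratio of 1.87 between A-like and D-like cells (q = 0.722). The ratio of A-like to D-like cells changed direction for Cdh11 with centring (-0.96) and with assignment by marker z-score (-0.17), and for Cav2 without the untreated (-1.65) or the treated set of series 2 (-0.49).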

We observed 281 significant and differentially heterogeneously expressed genes in state A, compared with only 19 genes in state D. A striking number of the heterogeneously expressed genes in state D are known regulators of stem cell identity such as Cdh11, Cav2 and Apc [30–32]. They are typically upregulated in basal stem cells; however, little is known about how their heterogeneity affects cell fate. Our analysis of intercellular variation suggests that in stem cells (state A) with low RNA and protein metabolism [33], transcriptional heterogeneity is lowest for stem-cell marker genes, emphasising the importance of transcriptional noise in addition to transcriptional amplitude. These observations are consistent with our hypothesis that state A cells are responsive to NCA Wnt signalling due to greater transcriptional variability. Exposure to this coordinated extracellular stimulus reduces transcriptional heterogeneity for these cells and biases their fate towards state D.

To determine genes essential for a cell to be receptive to neighbour Wnt activation, we analysed the fold-change in heterogeneity between states A and D, comprising the majority of genes with differential heterogeneity. 

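For 74 cytosolic ribosomal protein genes, the median log2 ratio of the CV in D-like cells to that in all other cells was -1.14. Among 10000 random gene lists matched on mean expression the median of this value was -0.47, with 95% of lists between -0.65 and -0.27, and none was as low. With the CV taken on TPM the median was -0.68, again below every random list. With the other cells limited to series 2, an alternative chosen after seeing the data, the median was -0.30 and stood at the 6.57 percentile of the random lists. In the untreated set of series 2 alone it was -0.99 (percentile 0.63) and in the treated set -0.18 (percentile 0.13). The percentiles describe these cells, since ribosomal genes vary together. Without the untreated or the treated set of series 2 the median was 1.80 and 1.86, within the random lists. With each cell assigned to a state by marker z-score it was above 0, at 0.11, against a median of 0.24 among the random lists (percentile 0.79).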

We found strong enrichment for translation and ribosome-related genes, indicating a role for protein synthesis (*p* < 1e-6, Fig. 3g). We hypothesise that cells in state A exhibit a multilineage primed transcriptional programme with stochastic expression of metabolism associated genes. Upon fate commitment, cells in the IFE steadily increase their translational rate in a proliferation independent manner [33]. Hence, translation associated genes are subject to greater transcriptional regulation post commitment, independent of transcription level.

These data and our single-cell analysis identified an NCA Wnt-receptive subpopulation, state A, with greater dynamic range in gene expression (TCOV) and greater variation in the abundance of protein synthesis associated transcripts. Introduction of the NCA Wnt stimulus reduces variability in both aspects.

### Transcription factors driving cell fate change

To understand drivers of the observed differential heterogeneity, we reconstructed transcriptional changes over time along the state trajectory. Expression of each gene was modelled as a non-linear function of pseudotransition time [12]. 

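Genes that differed among the A-, B-, C- and D-like clusters were counted with a limma F test on cluster means per library set, in place of Monocle's model along pseudotime. At an adjusted p under 0.05 there were 3887 of 12355 genes in the fit without the library set as a block. The block could not be fitted because the A- and D-like clusters are in series 2 and the B- and C-like clusters in series 1, so this count includes the genes that differ between the series. With cells assigned to states by marker z-score, 36 genes passed without the block and 45 with it. Between D-like and A-like cells, both of series 2, the fit with the block gave 0 genes at an adjusted p under 0.05, with 2794 at an unadjusted p under 0.05, and the fit without the block gave 178 genes higher in D-like and 777 higher in A-like cells.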

We found 632 genes that were dynamically regulated over the state transition (false discovery rate < 5%; Fig. 4a). Using hierarchical clustering, we grouped these genes into four patterns of dynamic expression. 

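Setd3 (chromosome 12, 108106431 to 108179314, minus strand, protein coding) averaged 2.75 ± 0.59 in A-like, 2.54 ± 0.37 in B-like, 2.97 ± 0.21 in C-like and 1.86 ± 0.72 in D-like cells on the log2(TPM + 1) scale (SD, n = 2 sets each), with a D-like less A-like log2 fold change of -1.74 (standard error 0.52, adjusted p = 0.138 from limma). Kdm7a (chromosome 6, 39136623 to 39206789, minus strand, protein coding) averaged 4.33 ± 1.40 in A-like, 5.17 ± 0.64 in B-like, 3.67 ± 0.12 in C-like and 3.38 ± 1.21 in D-like cells, and differed by -0.65 (standard error 0.75, adjusted p = 0.677 from limma), with -1.94 in untreated and 0.65 in treated cells. With assignment by marker z-score the fold changes were 0.32 for Setd3 and 0.70 for Kdm7a, and centring gave -0.10 for Setd3 and 0.48 for Kdm7a.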

Group I genes, most highly expressed in state A, were enriched for methylation associated genes and histone modifiers such as Setd3 and Kdm7a. These genes represent a pre-transition transcriptional profile of state A cells without exposure to signalling beta-catenin induced cells. Group III genes show highest expression in state C, an intermediate transition state, with enrichment for desmosome genes such as Dsc2, Dsc3, Dsg2 and Dsp, which are most highly expressed in the suprabasal layers of murine epidermis indicative of early commitment to differentiation [2]. Group IV genes, predominantly expressed in state D, were enriched for protein synthesis associated genes and entry into mitosis, respectively. 

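Klf5 (chromosome 14, 99298691 to 99315036, plus strand, protein coding) averaged 4.20 ± 0.01 in A-like, 6.14 ± 0.09 in B-like, 4.84 ± 0.22 in C-like and 5.38 ± 0.55 in D-like cells (log2(TPM + 1), SD, n = 2 sets each). Between D-like and A-like cells the log2 of its mean TPM differed by -0.17 (standard error 0.74, adjusted p = 0.971 from limma), whereas the mean of log2(TPM + 1) over cells, an alternative added after seeing the data, differed by 1.17. The direction also changed under centring (3.26) and assignment by marker z-score (0.24). E2f1 (chromosome 2, 154559407 to 154569892, minus strand, protein coding) averaged 2.71 ± 0.13 in A-like, 3.47 ± 0.14 in B-like, 2.69 ± 0.04 in C-like and 1.81 ± 0.20 in D-like cells, with a D-like less A-like log2 fold change of -1.65 (standard error 0.48, adjusted p = 0.132 from limma) and the same direction in both sets (-1.88 and -1.42).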

Notably, group III includes the transcription factor (TF) Klf5, a regulator of proliferation in intestinal epithelial cells [34], and E2f1, which leads to epidermal hyperplasia when overexpressed in mice [35].

**Fig. 4:**
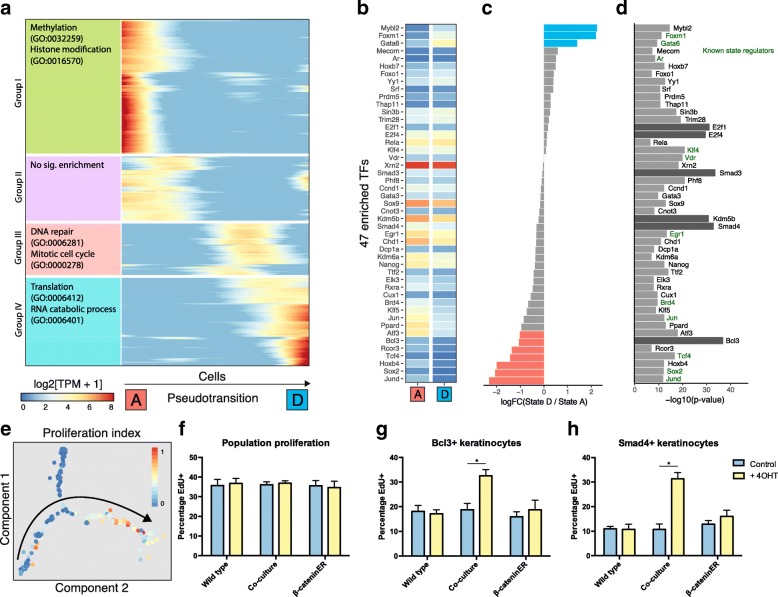
Induction of proliferation in Wnt + neighbours is regulated by 47 TFs. **a** *Heatmap* showing smoothed expression of pseudotransition-dependent genes (n = 632) ordered by hierarchical clustering and maximum expression. Top two enriched GO terms shown on *left* (all significant at q < 0.05). Genes (*rows*) are ordered by peak expression from state A to state D. **b**–**d** *Heatmap* showing expression of 47 TFs enriched as regulators of pseudotransition-dependent genes (**b**). Log-fold change in expression of TFs between state D and state A to show strongly directional TFs (**c**) and enrichment level of TFs (**d**). **e** Normalised proliferation index projected onto the cell state map. *Arrow* denotes the direction of pseudotransition. **f**–**h** Quantification of population proliferation by EdU assay in WT, K14ΔNβ-cateninER and co-cultured keratinocytes with and without 4OHT treatment (**f**). After stratification by Bcl3 nuclear abundance, cells in co-culture with activated K14ΔNβ-cateninER cells show a relative higher proliferation rate (**g**). Similarly, stratification by nuclear Smad4 shows higher proliferation in the treated co-culture condition (**h**) (n = 3 independent cultures). *P < 0.05. All data shown as mean ± SD

To gain insight into the regulation of the dynamically expressed genes induced by Wnt + cells, we performed a TF motif analysis (Fig. 4b–d). We calculated enrichment of TF binding sites from the ChEA database, removing TFs that were not expressed in any of the five cell states (log[TPM + 1] > 1). By analysing the promoters of the 632 dynamically expressed genes, we identified 47 TFs putatively regulating the state transition. TFs were separated into three groups according to the directionality of gene expression from state A to state D: positive; negative; and neutral. We noted that the activities of some identified TFs such as Smad3 and Smad4 are only partially dependent on expression level. Hence, we did not rule out TFs on the basis of expression.

From this analysis we predicted Smad3, Smad4, Kdm5b, E2f1 and E2f4 as previously unknown key regulators of the state transition, with Bcl3 as a likely regulator of the specific transition between states A and D. Known regulators of keratinocyte cell fate are shown in blue (Fig. 4d). 

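Between D-like and A-like cells of series 2, Smad3 (chromosome 9, 63646767 to 63757994, minus strand) changed by a log2 fold change of -1.35 (-0.29 in untreated and -2.40 in treated cells), Smad4 (chromosome 18, 73639009 to 73703780, minus strand) by -1.55 (-2.96 and -0.15), Kdm5b (chromosome 1, 134560171 to 134635285, plus strand) by 0.14 (-0.41 and 0.69), E2f4 (chromosome 8, 105297663 to 105305370, plus strand) by 1.85 (2.52 and 1.17) and Bcl3 (chromosome 7, 19808462 to 19822770, minus strand) by -0.04 (0.48 and -0.57). All 5 genes are annotated as protein coding. The adjusted p from limma with the library set as a block lay between 0.285 for E2f4 and 1 for Bcl3. Bcl3 had TPM over 1 in 38.9% of cells, and its direction changed under 8 alternatives, up to 1.11 with 20 principal components. These include the mean of log2(TPM + 1) over cells (0.18), added after seeing the data. Smad3 changed to 0.05 with assignment by marker z-score.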

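Gata6 (chromosome 18, 11052064 to 11085635, plus strand, protein coding) averaged 4.41 ± 0.65 in A-like, 3.16 ± 0.51 in B-like, 5.21 ± 0.26 in C-like, 2.81 ± 0.64 in D-like and 3.41 ± 0.75 in E-like cells (log2(TPM + 1), SD, n = 2 sets each). It was lower in D-like than in A-like cells, with a log2 fold change of -2.68 (standard error 0.79, adjusted p = 0.136 from limma) and -2.55 and -2.81 in the untreated and treated sets. Foxm1 (chromosome 6, 128362967 to 128376146, plus strand, protein coding) averaged 2.73 ± 0.48 in A-like, 0.92 ± 0.20 in B-like, 1.49 ± 0.35 in C-like, 1.01 ± 0.28 in D-like and 1.57 ± 0.03 in E-like cells. Its D-like less A-like log2 fold change was -3.14 (standard error 0.71, adjusted p = 0.095 from limma), with -2.81 and -3.47 in the 2 sets.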

Of note are Gata6 and Foxm1, two TFs upregulated in state D and previously shown to mark cells with multi-lineage differentiation potential and increased proliferative capacity, respectively [36–38]. We hypothesised that epidermal cells could be stratified based on the nuclear abundance of our identified novel state-regulating TFs, specifically Smad4 and Bcl3. Furthermore, our analysis on state D gene expression markers and transcriptome correlation indicated that this state shows a higher proliferation rate relative to states A and B. To investigate further, we calculated a cell proliferation index consisting of normalised expression of S-phase markers (Fig. 4e). This index demonstrated that states C and D comprise proliferative cells, with few cells in states A, B or E actively proliferating.

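Over 40 S-phase genes from a list fixed before the data were examined, the mean log2(TPM + 1) was 4.08 ± 0.09 in A-like, 1.52 ± 0.21 in B-like, 2.71 ± 0.09 in C-like, 3.73 ± 0.13 in D-like and 3.79 ± 0.24 in E-like cells (SD, n = 2 sets each). In series 1, C-like cells were above B-like cells by 1.11 in the untreated and 1.27 in the treated set. The B-like cells also had fewer genes detected, with a median of 4632 against 6414, and this was not adjusted for. In series 2, D-like cells were below A- and E-like cells, by -0.22 and -0.17. Over the 4 sets the difference averaged 0.50 ± 0.81 (SD), with a p of 0.5 in an exact sign-flip permutation test. The mean difference changed to -0.44 with genes centred within each series, to -0.48 with assignment by marker z-score (lower in 4 of 4 sets) and to -0.41 without the treated set of series 1; without any of the other sets it lay between 0.30 and 0.78. Over 40 genes of a G2/M list outside Table S1, the set differences were 0.59 and 0.84 in series 1 and -0.06 and -0.72 in series 2 (exact sign-flip permutation test, p = 0.75).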

To confirm our findings, we used an EdU incorporation assay to distinguish proliferating cells and analysed whether keratinocytes positive for our predicted driver TFs (measured by nuclear intensity) were more likely to be proliferative. At the population level, there was no significant difference in proliferation when epidermal cells were co-cultured with 4OHT induced K14ΔNβ-cateninER cells (Fig. 4f). However, when cells were discriminated by nuclear intensity for Bcl3 or Smad4 we observed a significant difference between WT cells exposed to NCA Wnt signalling and WT or induced K14ΔNβ-cateninER cells alone (Fig. 4g and h). On average, 18% of Bcl3^+^ cells were positive for EdU uptake in WT or uninduced K14ΔNβ-cateninER cells; however, when WT cells were co-cultured with induced K14ΔNβ-cateninER cells the EdU^+^ fraction rose to 34%. The proportion of proliferative Smad4^+^ cells increased from 10–18% to 33% EdU^+^.

Taken together these results indicate that Bcl3 and Smad4 are specific markers of the epidermal state transition and mark cells moving along the trajectory between state A and state D (Fig. 1) during the first 24 h of exposure to a NCA Wnt signal.

### NCA Wnt induced state transition is contact dependent

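E-like cells were 35.3% of treated and 37.2% of untreated cells, with a two-sided Fisher's exact test p of 0.801. All were in series 2, where they made up 68.1% of treated (95% Wilson interval 56.4% to 77.9%) and 71.8% of untreated cells (60.5% to 81%).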

From our total population of 129 cells exposed to NCA Wnt signalling, cells in state E appeared to be unaffected. Our data suggest that state A comprises cells in a ‘responder’ state permissive to NCA Wnt signalling due to the presence of key TFs and a more heterogeneous gene expression programme. We sought to address whether the reduction in ribosome-related gene expression heterogeneity and the induced expression of transition TFs are contact- or distance-dependent. To answer this question, we labelled co-cultures of WT and K14ΔNβ-cateninER cells with a cell reporter of protein synthesis.

We measured global protein translation by assaying incorporation of O-propargyl-puromycin (OPP) and compared WT cells in contact with induced K14ΔNβ-cateninER cells to untreated control cells (Fig. 5a). We observed that WT cells showed higher translational activity when in contact with a Wnt + cell. To confirm this, we analysed the neighbours of over 10,000 Wnt + cells and compared the OPP fluorescence intensity distributions (Fig. 5b). We found a small but statistically significant increase in translation rate for both Wnt + cells and neighbour cells in the 4OHT treated condition. This suggested a contact-dependent mechanism for control of protein synthesis downstream of NCA Wnt signalling.

**Fig. 5:**
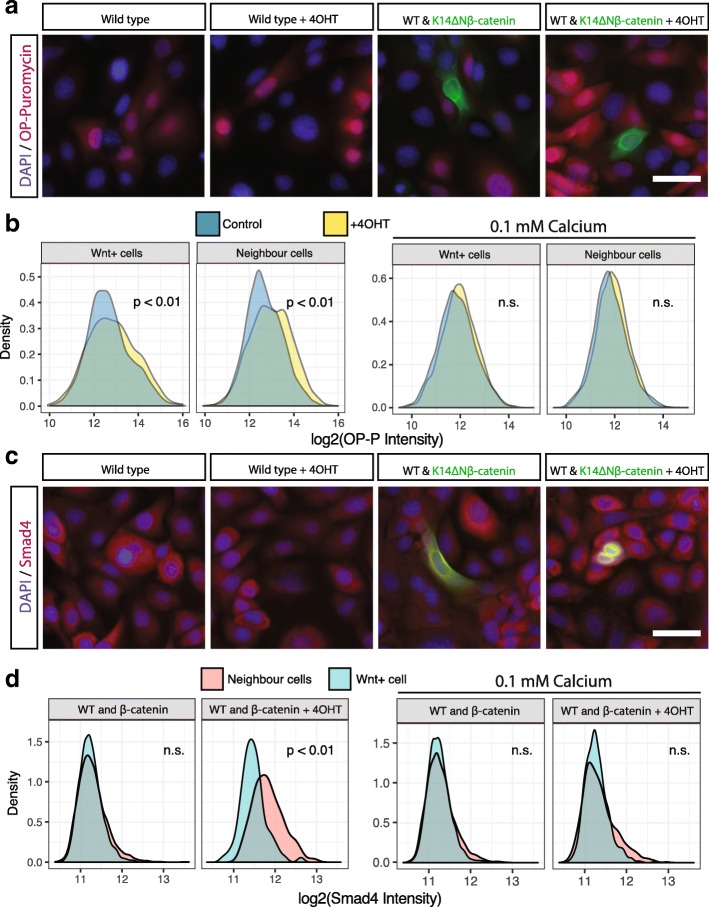
Wnt + induced cell state transition is contact-dependent. **a** Appearance of typical WT cells and K14ΔNβ-cateninER co-cultures stained for OPP. **b** *Left*: Quantification of OPP in K14ΔNβ-cateninER cells and their neighbours in control and 4OHT treated conditions. *Right*: Similar quantification for cells co-cultured in low calcium medium (0.1 mM) to inhibit cell–cell contact (*n* = 3 independent cultures, *n* = 3 technical replicates, all pooled). **c** Appearance of typical WT cells and K14ΔNβ-cateninER co-cultures stained for Smad4. **d** *Left*: Quantification of Smad4 in K14ΔNβ-cateninER cells and their neighbours in control and 4OHT treated conditions. *Right*: Similar quantification for cells co-cultured in low calcium medium (0.1 mM) to inhibit cell–cell contact (*n* = 3 independent cultures, *n* = 3 technical replicates, all pooled). All scale bars, 20 μm, n.s. not significant

To confirm contact dependence and to rule out local diffusion of soluble factors, we repeated the assay in low calcium conditions. Keratinocytes cultured in low calcium medium do not form adherens or desmosomal cell contacts [39, 40]. Strikingly we observed no NCA Wnt effect under these conditions (Fig. 5b). Similarly, we observed no increase in nuclear abundance of Smad4, our predicted TF downstream of NCA Wnt signalling, in Wnt + cells, as predicted. However, in neighbouring cells there was a significant increase in nuclear Smad4 intensity, which is abrogated in low calcium conditions (Fig. 5c and d).

Taken together these data suggest that the Smad4-mediated cell state transition is downstream of non-cell autonomous Wnt signalling. Furthermore, the induction of this transition is contact dependent and does not occur under conditions where desmosomal adherens junctions are inhibited.

## Discussion

Heterogeneity in the self-renewal and proliferative capabilities of keratinocytes has long been recognised. Previous analysis of clones and subclones of cultured human epidermal cells has demonstrated that there are at least three subpopulations, ‘holoclones’, ‘meroclones’ and ‘paraclones’ with descending self-renewal potential [4, 41, 42]. More recently, Roshan et al. have shown the existence of two in vitro states with differing proliferation rates and single cell transcriptomics have identified two distinct subpopulations of human keratinocytes in culture [31]. In this study, we have dissected molecular heterogeneity of epidermal cells at greater resolution and extended previous research by exploring the response of keratinocytes to neighbouring cells in which beta-catenin is activated. We have identified five distinct transcriptomic states and characterised their biological relevance in order to create a state map of keratinocytes in vitro.

Using the cell state map and inducible activation, we have shown that Wnt/beta-catenin signalling acts to perturb cell fate by co-opting neighbours to become biased towards a pre-existing proliferative fate (Fig. 6). It is important to note that we found no evidence for a de novo cell state as a result of non-cell autonomous signalling. This highlights the relevance of transient Wnt/beta-catenin signalling to cell state and is consistent with a model of stochastic epidermal commitment where extrinsic cues alter the likelihood of a cell switching state [43]. The observed difference in transcriptome variability between states A and D reflects a difference in cell state stability. Only a modest increase in translational activity is observed in state D or neighbouring cells; however, there is a marked reduction in the variability of translation-associated genes, highlighting the importance of transcriptional noise as well as transcriptional volume for determination of cell state.

**Fig. 6:**
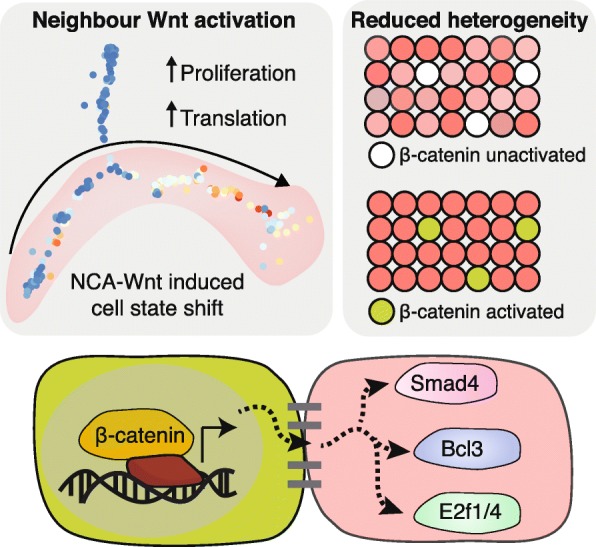
Graphical abstract - Wnt/beta-catenin activation affects neighbouring cells. Epidermal cells in culture adopt one of five distinct transcriptomic states differing on the basis of proliferation and commitment to differentiation. Wnt/beta-catenin signalling acts as a non-cell autonomous signalling cue to activate a handful of TFs including Smad3/4, E2f1/4 and Bcl3 in neighbours. Concurrently, transcriptional heterogeneity is reduced as neighbour cells enter into a committed and proliferative transcriptional state

Combined transcriptomic and positional single cell analyses allowed us to resolve spatial and temporal effects. As a result of this, we identified a collection of TFs, many of which were not previously implicated in epidermal cell state. One example is Bcl3, which is expressed in murine and human basal IFE; however, its role in epidermal cell fate is poorly understood [2, 44]. In addition, we identified Smad4 and utilised this as a marker of cell state transition. Smad4-beta-catenin cross-talk has been previously identified as essential for hair follicle maintenance [45–47]. Here, we show that beta-catenin signalling activation leads to Smad4 activation in a non-cell autonomous manner.

Our study does not address the extracellular effectors of NCA Wnt signalling. We previously identified a diverse array of secreted signalling molecules downstream of canonical Wnt signalling, including Bmp6, Dkk3, Wnt ligands, cytokines and ECM components [48]. Our analysis of TF effectors and previous evidence of epidermal self-renewal via autocrine Wnt signalling suggests that cells neighbouring a beta-catenin^+^ cell are simultaneously committed to a state of lesser self-renewal and greater proliferative abilities. This is achieved via a combination of Bmp signalling (effected through Smad3/4; Fig. 6) and neighbouring Wnt inhibition (Dkk3, Lim et al.). Intriguingly these effects are contact-dependent, hinting at yet-unknown mechanisms of locally restricting these signalling molecules or major signalling contributions from other membrane-bound factors. The observed difference in translation rate and proliferation in neighbouring cells demonstrates asymmetric coupling of cell fates, an essential component of epidermal homeostasis to ensure a balance of cell fates and epidermal metabolism.

## Conclusions

In conclusion, our data provide a framework for studying cell state in the interfollicular epidermis and extend our understanding of functional heterogeneity and NCA signalling. Using this knowledge, we demonstrate how Wnt/beta-catenin signalling, an orchestrator of regeneration, homeostasis and tumorigenesis in multiple tissues, influences neighbouring cell fate.

## Methods

### Cell isolation and culture

K14ΔNβ-cateninER transgenic mice were generated as previously described [10]. Keratinocytes were isolated and cultured from adult dorsal skin in FAD medium (one part Ham’s F12, three parts Dulbecco’s modified Eagle’s medium, 1.8 × 10^–4^ M adenine), supplemented with 10% fetal calf serum (FCS) and a cocktail of 0.5 μg/mL hydrocortisone, 5 μg/mL insulin, 1 × 10^–10^ M cholera enterotoxin and 10 ng/mL epidermal growth factor (HICE cocktail) [49]. For the co-culture scRNA-seq experiment, WT and K14ΔNβ-cateninER keratinocytes were cultured on 12 well plates in a ratio of 9:1 for a total of 200,000 cells per well and allowed to attach for 24 h. Subsequently, cells were treated with 4-OHT (200nM) or DMSO as a control. After 24 h of treatment, cells were trypsinised and resuspended as a single cell suspension.

### Single cell capture, library preparation and RNA-sequencing

Single keratinocytes were captured on a medium-sized (10–17 μm) microfluidic chip (C1, Fluidigm). Cells were assessed for viability (LIVE/DEAD assay, Life Technologies) and C1 capture sites were imaged by phase contrast to determine empty and doublet capture sites. Cells were loaded onto the chip at a concentration of 300 cells μL^–1^. Doublet or non-viable cells were excluded from later analysis. Cell lysis, reverse transcription and ccomplementary DNA (cDNA) amplification were performed on the C1 Single-Cell Auto Prep IFC, as per the manufacturer’s instructions. For cDNA synthesis, the SMART-Seq v4 Ultra Low Input RNA Kit (Clontech) was used. Single cell Illumina NGS libraries were constructed with Nextera XT DNA Sample Prep kit (Illumina). Sequencing was performed on Illumina HiSeq4000 (Illumina) using 100-bp paired-end reads.

### Bulk RNA extraction and real-time qPCR

Total RNA was purified with the RNeasy mini kit (Qiagen) with on-column DNaseI digestion, according to the manufacturer’s instructions. RNA was reverse transcribed with SuperScript III (Invitrogen). PCR reactions were performed with TaqMan Fast Universal PCR Master Mix and Taqman probes purchased from Invitrogen.

### RNA-seq quantification and statistical analysis

#### Processing of reads and quality control

Reads were preprocessed using FastQC [50] and Cutadapt [51]. Sequences were aligned to the Mus Musculus genome (GRCm38) using Tophat [52] discarding multiply-mapped reads. Gene level counts were extracted using featureCounts [53]. Transcript levels were quantified as TPM. Genes with a TPM > 1 were considered as expressed. We filtered cells for analyses on the basis of number of aligned reads (> 200,000), percentage of ribosomal reads (< 2%) and number of genes expressed (> 2000). A total of 254 cells were taken forward for analysis. To assess replicate consistency, we pooled single cells within each replicate and observed that between-replicate Pearson correlation was > 0.96 for both control and non-cell autonomous beta-catenin signalling activated conditions.

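Over 12355 genes, the Pearson correlation of log2(mean TPM + 1) between series 1 and series 2 was 0.675 in untreated and 0.700 in treated cells, taken across genes, which are not independent replicates. On mean TPM without log2, chosen after seeing the data, it was 0.702 and 0.749. Between untreated and treated cells of the same series the correlation on the log2 scale was 0.961 in series 1 and 0.952 in series 2. The sets of cells differed more between the series within a condition than between the conditions within a series. With a pseudocount of 0.1 the correlations between the series were 0.592 and 0.610.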

### Identification of K14ΔNβ-cateninER cells

K14ΔNβ-cateninER cells were identified by aligning RNA-seq reads to the transgene locus using bowtie2 [54]. Subsequently, cell identity was confirmed using qRT-PCR with Fast SYBR Green Master Mix (ThermoFisher Scientific) using the primers ATGCTGCTGGCTGGCTATGGTCAG (forward) and ATAGATCATGGGCGGTTCAGC (reverse) spanning the beta-catenin estrogen-receptor junction.

### Dimensionality reduction, cell state map and pseudotransition

We performed dimensionality reduction and constructed the principal graph representing transitions between all possible cell states using DDRTree from Monocle2 [12]. All DDRTree dimensionality reduction was performed using default parameters and a final dimensionality of two. We initially performed this analysis on WT cells to determine the unperturbed cell state map. Subsequently we applied the DDRTree algorithm on the Wnt + cell exposed group to confirm that we independently achieve a similar cell state map. We used all 254 cells for the final transcriptomic state map and differential expression to obtain cell state marker genes. Cell clusters obtained from Monocle were confirmed by a combination of dimensionality reduction of the cells using t-distributed stochastic neighbour embedding (tSNE) [55] and cluster identification with DBSCAN [56]. Differential gene expression analysis was performed using Monocle 2 and VGAM using a likelihood ratio test controlling for batch effects and number of aligned reads per cell. Genes were filtered for log-2-fold change > 0.5 and an adjusted *p* value < 0.05. Expression profiles from this study were correlated with expression profiles from Joost et al. (single cell RNA-seq, GSE67602), Zhang et al. (bulk microarray, GSE16516) and Lien et al. (bulk microarray, GSE31028) using Pearson correlation coefficient of all genes expressed TPM > 1 in more than five cells.

### Heterogeneity analysis

Differential gene dispersion was performed using the Kolmogorov–Smirnov test after subtracting group mean expression from each group. Differentially dispersed genes were defined as q value < 0.05. We filtered for genes with a coefficient of variation (CV) fold change > 2 between the state in question and the remainder of the population. Enrichment of gene log-fold change in heterogeneity was performed using a mean-rank gene set enrichment test on GO Biological Process terms as described previously [57].

### Pseudotransition gene expression and TF enrichment

Pseudotransition cell ordering was determined by applying the Monocle pseudotime algorithm to the states with significantly different proportions of control and Wnt + exposed cells (states A, B, C and D). GO enrichment was performed on the resulting clusters of temporal gene expression using enrichR [58]. TF enrichment was performed by quantifying over-representation of target genes in the set of temporally regulated genes using the ChEA ChIP-X TF binding database [59].

### Immunofluorescence, imaging and neighbour cell quantification

#### Immunofluorescence staining

The following antibodies were used: β-catenin (1:250, Sigma); Smad4 (1:250, Sigma); Bcl3 (1:250, Sigma). For EdU experiments (Molecular Probes; C10337), half of the cell culture medium was replaced with medium containing EdU for a final concentration of 10 μM EdU 30 min before fixation. Similarly, for OPP experiments (Molecular Probes; C10456) half of the cell culture medium was replaced 30 min before fixation with medium containing OPP for a final concentration of 20 μM OPP. Cultured cells were fixed with 4% PFA for 10 min followed by permeabilisation with 0.1% Triton X-100 for 10 min at room temperature. Cells were blocked for 1 h at room temperature with 1% BSA in PBS. Primary antibody incubation was carried out for 90 min at room temperature. Samples were labelled with Alexa Fluor (488, 555, 647)- conjugated secondary antibodies for 1 h at room temperature. Cells were imaged within 24 h using an Operetta or Operetta CLS High-content Imaging System (PerkinElmer). Single cell cytoplasmic and nuclear fluorescence intensities were quantified with Harmony software (PerkinElmer) and analysed in R.

### Neighbour cell quantification

For neighbouring cell quantification K14ΔNβ-cateninER cells were labelled with CellTracker Green CMFDA dye (Molecular Probes) according to the manufacturer’s instructions. Single cell fluorescence intensity data and positional information were analysed in R. For each K14ΔNβ-cateninER CellTracker + cell the mean fluorescence intensity of neighbouring cells was calculated. Neighbouring cells were defined as the nearest cell within 20 μm (nucleus-to-nucleus distance). The mean number of neighbours was 5.4, as expected from a hexagonal packing model below confluence with mean cell diameter of 8 μm. K14ΔNβ-cateninER cells were excluded if more than two neighbouring cells were also CellTracker+. Fluorescence intensity distributions from biological and technical replicates were pooled and contrasted between conditions using the non-parametric Kolmogorov–Smirnov test.

## Additional files

Additional file 1: Figure S1. Quality control of single cell RNA-seq libraries. **Figure S2.** Comparison of heterogeneity and expression between transition states.

Additional file 2: Table S1. Related to Fig. 1e. List of marker genes for each keratinocyte cell state (states A–E). **Table S2.** Related to Fig. 3f. Differentially dispersed genes for states A–E. **Table S3.** Related to Fig. 4a. Genes dynamically expressed (and statistically significant) along the NCA Wnt-induced cell state transition. Cluster represents the four clusters of gene expression shown in Fig. 4a. **Table S4.** Related to Fig. 4b-d. List of TFs identified as regulating the NCA Wnt-induced cell state transition.

How the deposited data were processed for this re-analysis (not part of the article)

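The values analysed are TPM (transcript levels scaled to the same total in every cell) of single mouse keratinocytes from co-cultures with or without 4-hydroxy-tamoxifen, as deposited by the authors, who aligned the reads with Tophat to GRCm38, discarded multiply-mapped reads, counted with featureCounts and converted to TPM. The table holds 14145 genes and 294 cells. Of these, 16 cells match no label and were not used, and 8 cells with conflicting labels entered only as alternatives. Every cell sums to 1000000, so the sequencing depth of a cell, and with it the precision of a low value, is unknown. The transgenic cells that the paper removed were not told apart.

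The 4 library sets (2 series, each untreated and treated) were taken as the replicates. Genes with TPM over 1 in more than 5 cells were kept, 12355 in all, and log2(TPM + 1) was used unless stated otherwise. Cells were clustered by Ward's method into 5 clusters on 10 principal components without S-phase and G2/M genes, and the clusters were matched to the states of the paper by Table S1 markers listed for 1 state only. Table S1 genes were left out of every gene-set sum and are named with levels only. The 8 oestrogen-responsive genes tested include 2 of them, Igfbp4 and Ltf. Monocle 2 was not used; the first principal component stood in for pseudotime. No Gene Ontology table was used, and ribosomal protein genes were taken by symbol.

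Genes were compared with limma 3.58.1 in R 4.3.3 (empirical Bayes moderated test, two-sided, Benjamini-Hochberg adjustment) on means of the cells of a set, or of a cluster with at least 5 cells within a set, with the library set or series as a block where the design allowed it. For state markers and for the test across clusters A to D it did not, since each cluster lies in 1 series, and the fit without the block is given. List levels and TCOV were compared across sets with two-sided exact sign-flip permutation tests, and shares with Fisher's exact test and a binomial test. Spread between cells was compared with Kolmogorov–Smirnov tests after subtracting group means, and the ribosomal list with 10000 random lists matched on mean expression in 20 bins. Wilson intervals of 95% are given for shares. Other computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1, scikit-learn 1.9.0 and matplotlib 3.10.9, with gene positions from GENCODE release M21.

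The genes named are the 28 of a list drawn from the article outside Table S1. Of these, Cntd1, Klf3, Fstl1, Dazap2 and Fat1 are not named in the article's text. For treated against untreated cells up to 3 genes in each direction past the thresholds were to be added, of which there were 0. Genes named beyond this rule are marked as chosen after their values were seen. The steps were tested on simulated data. The fit of treated against untreated cells recovered 0% of 200 genes changed by 3 or by 6 on the log2 scale with the residual spread of these sets, and 100% at a change of 3 with a residual SD of 0.1. The fit of D-like against A-like cells recovered 50% at a change of 6. Apart from the run with an SD of 0.1, the SD of a simulated gene in these fits was its own estimate from few sets. Such estimates vary more between genes than the true SD, so these shares do not show which changes the real fits can find. The test of dispersion recovered 3% of genes with a log2 change of 2 in spread in a group of 24 cells and 100% in a group of 100 cells.

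The alternatives were k-means clustering, 20 principal components, genes centred within each series, cell-cycle genes kept, assignment of each cell by marker z-score, the 8 cells included by label or by name prefix, a pseudocount of 0.1, genes detected in at least 10% of cells, each set left out in turn, fits without the block, and other definitions of TCOV and CV. Leaving out the genes listed in 1 series, limiting the other cells to the same series, the mean of log2(TPM + 1) in place of log2 of the mean TPM for D-like against A-like genes, and counting TPM over 0 were added after seeing the data, as was the use of some of these alternatives for further results.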

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

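The tests of a technical shift between the series, of the genes listed in 1 series and of shared exons were chosen only after the result was seen; the tests of fibroblasts, of centring and of matched numbers of genes were not.

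The paper does not report that 34 genes had TPM over 1 in at least 90% of the cells of 1 series and in no cell of the other, 22 of them in series 2 and 12 in series 1. Among them is Ctnnb1, the gene of beta-catenin, which the paper studies, with a median of 56.5 TPM in series 2 and at most 0.419 TPM in any cell of series 1. By immunofluorescence the paper shows beta-catenin protein in WT keratinocytes. These values alone therefore do not show that cells of series 1 lack its mRNA. Exons shared with another gene are no more frequent here than elsewhere, at 32.4% of these genes against 36.4% of expressed genes. Ctnnb1 itself shares an exon with another gene, so the share of the group does not decide the question for Ctnnb1. A difference in cell type between the series is argued against for the 22 genes, since at least 83.3% of D-like cells, the keratinocyte-like cells of series 2, hold each of them. Clusters still held 100% of their cells from 1 series without these genes, so they alone do not separate the clusters. By another count, with the opposite imbalance, 35 genes were at 0 in every cell of series 1 and 1394 in every cell of series 2. Apart from shared exons, a difference in how the series were annotated or counted was not tested and stays open. No other biological explanation was tested.

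A list of 14 fibroblast genes, none of them in Table S1, was higher in series 2 than in series 1 by 1.88 on the log2 scale, a signal that the paper does not discuss. Within series 2 it was higher in A- and E-like than in D-like cells by 2.32 in the untreated and 2.14 in the treated set, a mean of 2.23. The keratinocyte list of 18 genes was lower in these cells by a mean of -1.34, which argues against a technical shift alike in every cell of series 2. Of the abundant genes, given as levels only because most are in Table S1, Col1a1 had a median of 0 TPM in series 1, 1029 in series 2 and 17.4 in D-like cells, Krt14 4908, 5.60 and 2028 TPM, Sparc 666, 1129 and 602 TPM, and Fn1 37.6, 72.5 and 20.8 TPM. In the same order, Col1a2 had 0, 88.1 and 1.47 TPM, Col3a1 0, 67.6 and 2.40, and Vim 53.7, 906 and 12.2. Krt5 had 1491, 1.75 and 1042 TPM, Cdh1 204, 0 and 91.3, and Epcam 440, 0 and 430. Perp had 827, 0.468 and 445 TPM, and Dsp 140, 0 and 74.4. In E-like cells the medians of Cdh1, Epcam, Perp and Dsp were 0 TPM. The fibroblast list exceeded the keratinocyte list in 98 of 98 E-like and 21 of 24 A-like cells, and in 3 of 18 D-like cells. It also did so in 15 of 66 untreated and 16 of 64 treated cells of series 1 (27 C-like and 4 B-like cells), the series with high Krt14, so this comparison alone does not mark a cell as a fibroblast. A candidate explanation is that many cells of series 2 are fibroblasts. This is a hypothesis, since cultured keratinocytes that changed their expression stay open too. Centring genes within each series left 10.4% of cells in clusters of 1 series, but centring fixes that outcome, so a batch effect and a difference in cells cannot be told apart by it.

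Treated less untreated cells differed in median genes detected by 190 genes in series 1 and by -384 genes in series 2, opposite directions. The difference between the series was not tested, no technical cause was tested, and the treatment stays open as an untested biological explanation.

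In series 2, TCOV of A-like less D-like cells was 0.48 in untreated and -0.42 in treated cells, and the keratin list of D-like less A- and E-like cells was -0.10 and 0.17. These differences between conditions were not tested. Between A- and D-like cells paired by number of genes detected, TCOV differed by 0.46 in the untreated and 0.93 in the treated set, a mean of 0.69, from 9 pairs in each set that used only 5 A-like cells. The medians of genes detected in the paired cells were 6725 in A-like and 6833 in D-like cells of the untreated set, and 5866 and 5814 in the treated set. The number of genes detected and the treatment cannot be told apart as explanations with so few cells.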

How the results depend on the processing

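The alternatives with the rest limited to series 2, without genes listed in 1 series, with TPM over 0, with mean TPM, with the block added, with the mean of log2 values for single genes, and those for genes detected and the correlation were chosen after seeing the data. The cause of the changes was not tested unless stated. Counts written with an exponent are rounded to 2 digits.

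Collagen and S100 differences kept their direction under all 12 alternatives run, but their size did not hold. Collagen changed from -0.79 to -0.24 with centring and -0.27 with assignment by marker z-score. S100 changed from -0.37 to -0.0036 and -0.060, and Mt2 from 2.21 to 0.84 and 0.36, in the same order. The values of both alternatives take in sets of both series, whereas the first value of each is within series 2. The count for treated against untreated cells was 0 under 7 alternatives too (from 53 to 473 genes at an unadjusted p under 0.05). As the simulations do not show which changes the fit can find, this says nothing about stability.

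With TPM over 0, median genes detected were 6949 in untreated and 7018 in treated cells. The correlation between series in untreated and treated cells was 0.702 and 0.749 on mean TPM, 0.592 and 0.610 with a pseudocount of 0.1, and 0.611 and 0.649 with genes detected in 10% of cells.

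With genes centred within each series, 10.4% of cells lay in clusters of 1 series, the treated less untreated share was 1.47 points for B-like and -1.37 for C-like cells, TCOV differed by -0.036, the S-phase list by -0.44 and position by -0.077, 20 genes were dispersed in A-like and 250 in D-like cells, and D-like against A-like cells gave 510 genes. Markers of A-, B-, C- and D-like cells numbered 342, 269, 910 and 1.5e+02 without the block, and those of A-, B-, C- and E-like cells 691, 569, 1019 and 2298 with it. Pseudotransition genes numbered 1852 without the block. Log2 CV ratios of A-like to D-like cells were 0.16 (Baz2a), -1.86 (Dazap2) and -0.96 (Cdh11), and log2 fold changes of D-like less A-like cells 0.48 (Kdm7a), 3.26 (Klf5) and 0.19 (Bcl3).

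With assignment by marker z-score, 51.9% of cells lay in states with cells of 1 series, the share difference was -3.81 points for A-like and 1.21 for B-like cells, the S-phase list differed by -0.48, 37 genes were dispersed in A-like and 1.6e+02 in D-like cells, and D-like against A-like cells gave 1.1e+02 genes. Markers of A to E numbered 27, 0, 2, 10 and 16 without the block and 37, 0, 0, 37 and 0 with it, and pseudotransition genes 36 and 45. The ribosomal ratio was 0.11, above 0 but below the median of random lists (0.24). The level of Mrpl33 differed by 0.21, log2 CV ratios were 0.22 (Baz2a), -0.96 (Prdx1), -0.52 (Dazap2) and -0.17 (Cdh11), and log2 fold changes 0.32 (Setd3), 0.70 (Kdm7a), 0.24 (Klf5), 0.053 (Smad3) and 1.09 (Bcl3).

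With 20 principal components, share differences were -0.44 points for A-like and 0.32 for E-like cells, D-like against A-like cells gave 53 genes and Bcl3 was 1.11. With a pseudocount of 0.1 they were -0.44 and 0.30 points, Yy1 was 0.14 and Bcl3 0.073. With k-means clustering D-like against A-like cells gave 5 genes and Bcl3 was 0.22. With genes detected in 10% of cells the keratin difference was -0.070 and D-like against A-like cells gave 4 genes. Without the block, and with the filter on genes as reported, D-like against A-like cells gave 955. With the mean of log2(TPM + 1) over cells, fold changes were 1.17 (Klf5) and 0.18 (Bcl3). With CV of TPM, 384 genes were dispersed in A-like and 23 in D-like cells. With the rest limited to series 2, 1.4e+02 genes were dispersed in D-like cells and the ribosomal ratio was -0.30.

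Across the fits that each left out 1 set, values ranged from 6008 to 6381 for genes detected in treated cells, from -10.2 to 15.0 points for the A-like share, -35.0 to 4.51 for B-like, -30.6 to 54.9 for C-like, -5.33 to 5.02 for D-like and -41.6 to 36.8 for E-like. They ranged from -0.050 to 0.051 for keratin, -0.068 to 0.039 for TCOV, -0.41 to 0.78 for the S-phase list, 1.5e+02 to 2062 for dispersed genes in D-like cells, -1.28 to 1.86 for the ribosomal ratio and -7.45 to 8.61 for position. For log2 CV ratios of A-like to D-like cells they ranged from -0.90 to 0.12 (Baz2a), -2.13 to 2.00 (Prdx1), -1.26 to 0.65 (Klf3), -0.98 to 1.00 (Fstl1), -1.89 to 0.60 (Dazap2), -0.26 to 0.94 (Fat1), and -1.65 to 1.78 (Cav2), and for the fold change of Bcl3 from 0.12 to 1.10. Without a set of 1 series the mix of series changes by construction, which moves the shares. Without a set of series 2, keratin, collagen, S100 and TCOV differences gave no value. D-like against A-like cells gave 0 genes without either set of series 1 (3184 and 3346 at an unadjusted p under 0.05) and were not fitted without a set of series 2, which leaves fewer than 2 sets with both clusters. The fits of treated against untreated cells, of state markers and of pseudotransition genes were not run with a set left out, since a condition or a cluster then has 1 mean.

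Of 375 alternatives for 28 named genes, 332 gave the same direction and call, 36 reversed, 2 were weaker, 3 stronger and 2 moved; 13 genes reversed under none. With each cluster in 1 series, the library set as a block could not be fitted for state markers and pseudotransition genes. With centring or marker z-score it could, and with centring it gave 562 markers of D-like cells and 2811 pseudotransition genes. Sequencing depth per cell is unknown, so its effect was not tested.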

Differences from the paper's values

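The alternative with the rest limited to the same series was chosen only after the result was seen.

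The correlation between replicates was 0.675 in untreated and 0.700 in treated cells, against the paper's 0.96, and none of the alternatives closed the gap. State marker genes numbered 1451 for B-like and 402 for C-like cells, against the paper's 6 and 101, and none of the alternatives set before the data were examined closed the gap. The measures are not alike, since the paper's test allowed for batch and for the aligned reads of each cell. The counts here come from the fit without the block and include the differences between the series. The copy of Table S1 used here lists 3 genes for state B, against the paper's 6.

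Differentially dispersed genes numbered 680 in A-like and 250 in D-like cells, against the paper's 281 and 19. With the CV taken on TPM, set before the data were examined, the counts were 384 and 23, within 1.5 times the paper's; the other alternatives did not close the gap. Genes changing along the pseudotransition numbered 3887, against the paper's 632, and none of the alternatives closed the gap. This count too comes from the fit without the block and includes the differences between the series. Median TCOV was 4.82 in B-like, 5.00 in C-like and 4.82 in D-like cells, against about 2.7 in states B, C and D (Fig. 3c, read by eye), and neither other definition of TCOV closed the gap.

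The paper reports fewer exposed cells in state A and more in state D; here the difference was 1.75 percentage points for A-like and 0.20 for D-like cells, and under assignment by marker z-score it was -3.81 for A-like cells with a Fisher p of 0.463. The paper reports treated cells nearer to state D. Here treated cells had a position higher by 0.45, but C-like and not D-like cells lay at the far end. In series 1 the medians, 18.0 in untreated and 18.7 in treated cells, lay beyond the D-like median of 6.79. A higher position there is not nearer to D-like cells. In series 2 the medians were 2.67 and 2.83, below the D-like median. With genes centred within each series the difference in position was -0.08. The paper reports higher TCOV in state A; here the median was 5.06 in A-like and 4.94 in B-, C- and D-like cells (Kolmogorov–Smirnov p over cells, 0.865), and within series 2 A-like less D-like cells differed by 0.48 and -0.42, or by 0.46 and 0.93 between cells paired by number of genes detected (5 A-like cells in each set). The paper reports higher keratin levels in states B, C and D than in A and E; within series 2 the mean difference was 0.04 over the 16 keratins outside Table S1, which is not the same measure. The Table S1 keratins go in the direction of the paper there, given as levels only: Krt14 had a median of 2028 TPM in D-like, 22.2 in A-like and 3.11 in E-like cells, and Krt5 1042, 4.15 and 1.20 TPM. The paper reports S100 genes as lower in states A and E. Within series 2, D-like cells were lower than A- and E-like cells, by a mean of -0.37 over the S100a genes outside Table S1. With centring and with assignment by marker z-score the differences were -0.0036 and -0.060, over sets of both series. The paper reports S-phase markers as higher in states C and D; here C-like were above B-like cells in series 1, by 1.11 and 1.27, in that direction, and D-like were below A- and E-like cells in series 2, by -0.22 and -0.17. The mean over the 4 sets was 0.50, and it was -0.44 with centring and -0.48 with assignment by marker z-score. B-like cells had fewer genes detected than C-like cells, with medians of 4632 and 6414, which was not adjusted for. The paper describes Gata6 and Foxm1 as higher in state D; here both were lower in D-like than in A-like cells, by -2.68 and -3.14. The paper reports lower variation of Sox2 in state A; here its log2 CV ratio of A-like to D-like cells was 0.77. The paper lists Cav2 among genes variable in state D; here its log2 CV ratio of D-like to other cells was -1.55.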

Other observations

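The tests below were chosen only after the result was seen, apart from the test of the ribosomal list among cells with many genes detected.

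Random groups with as many cells from each set as the A-like cluster gave a median of 393 dispersed genes (255 to 512), and 1 of the 100 groups, the A-like cells themselves, reached 680. For the D-like cluster the random groups gave a median of 333 (217 to 439), and 94 of the 100 groups, the D-like cells included, had at least 250. With these clusters, the count in A-like cells is above what groups of this size give, and that in D-like cells is not. Random groups were not drawn for the other ways of clustering, in 2 of which the A-like count fell to 20 (centring) and 37 (marker z-score).

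Of the 270 genes above 0 in every cell, 6.67% had a Kolmogorov–Smirnov q under 0.05 between A-like and other cells, against 65.7% of the genes with zeros. For D-like cells the shares were 5.56% and 58.8%. The high number of genes with a low q may come from zeros that subtracting the group means moves apart. In simulated genes with no change in the spread of cells above 0, and zeros in 30% against 50% of cells, 100% passed.

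Among cells above the median number of genes detected, the median log2 CV ratio of the ribosomal list in D-like cells was -1.53, below all matched random lists, which argues against fewer genes in the other cells as the whole explanation. With the other cells limited to series 2 the ratio was -0.30 against -0.18 for the median of random lists, at the 6.57 percentile. Within the untreated set of series 2 alone the ratio was -0.99 (percentile 0.63) and within the treated set -0.18 (percentile 0.13). Each set held 9 D-like cells. How much of the ratio comes from the cells of series 1 cannot be told apart from a lower spread in D-like cells, with 18 such cells.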
